A study of Mus musculus with 4 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

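Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in mesenchymal stem cells (MSCs) from mouse bone. The 4 libraries fell into 2 groups by the oxygen level given in the sample labels, with 2 libraries from cells kept in hypoxia (2% O2) and 2 from cells moved to normoxia (21% O2). The labels number the libraries 1 and 2 within each group.

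According to the study's methods, the authors aligned the reads to the mouse genome build mm10 with bowtie2, removed duplicates with Picard, called a single peak set over both groups with chromstaR in its differential mode, and took a value per peak and library from that model. The deposited values are called RPKM by the authors, but they are a signal per peak that was not divided by peak width. In each library 100% of the values were whole multiples of a single step, in the narrowest and the widest peaks alike, and that step equalled a constant divided by a whole number of reads. The whole number was taken as the library total, and the multiples as the reads of each peak. The deposited signal is therefore a read number scaled by the library total, and wider peaks have higher values (Spearman's rho across peaks 0.92). Whether the recovered numbers count fragments or read positions is not known, and sums over neighbouring bins can count a read more than once, so counting error computed from them would be a lower limit and no binomial interval was given. The name of each peak carries the group or groups to which chromstaR assigned it.

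The recovered library totals were 28259470 and 29413803 in hypoxia and 26680936 and 29965523 in normoxia. The median peak held 43 and 48 reads in the hypoxia libraries and 33 and 40 in the normoxia libraries, so single weak peaks rest on few reads.

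Differential peaks were tested as fixed before the data were examined, with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust) on log2(value + 1) after scaling by size factors of the relative log expression (RLE) type, two-sided, with Benjamini-Hochberg adjustment over all 128055 peaks and a false discovery rate (FDR) under 0.01. The size factors were 1.13 and 1.23 in hypoxia and 0.81 and 0.89 in normoxia. Fold changes are normoxia over hypoxia on the log2(value + 1) scale, which understates the change of low peaks. Closing peaks are those called lower in normoxia and opening peaks those called higher. The plan gave the main place to a count model only if read counts were deposited. Since the reads here were recovered from scaled values, limma stayed the main test and edgeR 4.0.16 (glmQLFit with robust, glmQLFTest) on the recovered reads was added as an alternative after seeing the data. The limma functions were tested on simulated data made from the real peak means, library sizes and spread, with 200 of 128055 peaks changed. At an FDR under 0.01 limma recovered 88% of the 4-fold and 48% of the 2-fold changes with 0 false calls, and it made 0 calls on data with no change. In the simulation peaks of similar strength shared the same spread, and rises and falls were equally many. The changed peaks came from a limited range of means, and no shift with peak strength was included. It therefore cannot show how well false calls are controlled in the real libraries.

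Global accessibility was the median over peaks of the log2 ratio of group means of log2(value + 1) with no further scaling, and it was set beside an exact permutation test on the 4 medians per library. With 2 libraries against 2 the smallest two-sided p of that test is 0.333, so it cannot reach 0.05. Peaks are not replicates, and no test across peaks was used to compare the groups. Principal component analysis used centred, unscaled log2(value + 1). Promoter peaks lay within 1 kb of a start site of a protein-coding transcript in GENCODE M21, whose build is that of the files (all peaks lay within the reference chromosomes). The other peaks were assigned to exon, intron or intergenic sequence. Shares of closing and opening peaks per feature were set against all tested peaks with Fisher's exact test (two-sided, 8 tests, Benjamini-Hochberg adjusted) and against peaks of the same mean value in 50 bins.

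The peaks named in the text were chosen by a rule fixed before the data were examined: all peaks within 2 kb of a start site of Wnt1, Bglap, Bmp2, Dlx3 and Sp7, genes whose tracks the study shows, the promoter peaks of Slc25a1, and the 3 closing and 3 opening peaks with the lowest limma p-value among called peaks with a mean value of at least 10 and no overlap between the groups. A set of 3 gene lists (osteogenic, adipogenic and hypoxia response) was fixed at the same time. Which single peaks of the osteogenic list were called is not reported here beyond the genes named above. For each list the median log2 fold change of its peaks within 2 kb was set against 10000 random sets of promoter peaks of the same size matched on mean value in 20 bins. The study's enhancer set and nucleosome positions were not analysed here.

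The alternatives were other scalings (as deposited, equal total over peaks, quantile, cyclic loess), pseudocounts of 0.1 and 5, a minimum mean value of 5, an FDR under 0.05, eBayes without trend or without robust estimation, voom on recovered reads, edgeR on the deposited values in the manner of the study, a loess correction on GC content, a replicate block, autosomes alone, promoters within 2 kb, matched comparisons, and leaving out each library in turn. Added after seeing the data were edgeR on recovered reads with RLE or TMM factors, library totals without mitochondrial reads, values divided by width, untransformed principal components without mitochondrial peaks, and promoter peaks matched on both mean value and GC content. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for summaries.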

Results

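To ask how oxygen level alters the chromatin of MSCs from mouse bone, the ATAC-seq signal was compared between cells cultured in hypoxia (2% O2) and cells moved to normoxia (21% O2), with 2 libraries per condition. The table held 128055 peaks with a median width of 1000 bp and a total width of 192 Mb. Of these, 124498 lay on autosomes, 3528 on X, 22 on Y and 7 on the mitochondrial genome. The peak caller had assigned 119291 peaks to both groups, 8754 to hypoxia only and 10 to normoxia only. Library totals were close, from 26680936 to 29965523 reads, and both the smallest and the largest belonged to normoxia.

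The libraries differed in how many of their reads fell in peaks. The share in nuclear peaks was taken of the library total without the reads of mitochondrial peaks. It was 56.0% ± 3.67 in hypoxia (SD, n = 2) and 33.8% ± 3.21 in normoxia (SD, n = 2). Both normoxia libraries, at 31.5% and 36.1%, were below both hypoxia libraries, at 53.4% and 58.6%. Mitochondrial peaks held 8.45% ± 0.97 of the whole library total in hypoxia and 1.92% ± 0.60 in normoxia (SD, n = 2 each). Each difference was larger than the spread between replicates, and each gave the smallest p that an exact permutation test of 2 against 2 libraries allows (two-sided p = 0.333). The shares rest on the recovered peak reads, which can count a read more than once, so their size is uncertain.

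**Figure D1:**
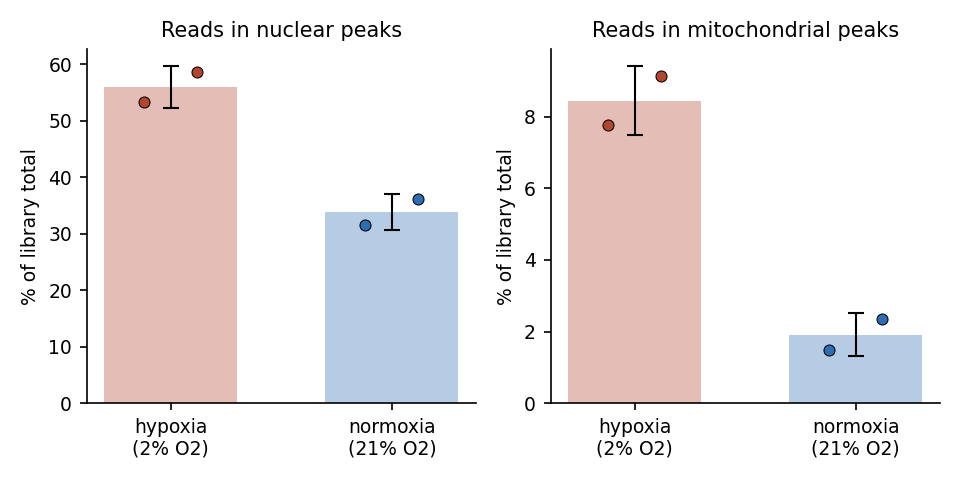
Share of reads (%) in nuclear peaks and in mitochondrial peaks, by oxygen condition, with points for the 2 libraries, bars for the mean and error bars for the SD. The nuclear share is of the library total without the reads of mitochondrial peaks, and the mitochondrial share is of the whole library total. Both shares were lower in the normoxia libraries, at 33.8% against 56.0% for nuclear peaks and 1.92% against 8.45% for mitochondrial peaks.

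Overall accessibility was then compared on the values as deposited. The median over all peaks of the log2 ratio normoxia over hypoxia was -0.44, a ratio of 0.736. Normoxia was lower in 104004 peaks (81.2%). Both normoxia libraries lay below both hypoxia libraries in 59.5% of peaks and above them in 6.94%, where chance gives 16.7% each way. The medians of log2(value + 1) per library were 4.02 and 4.11 in hypoxia and 3.74 and 3.84 in normoxia, a difference of -0.28 between groups against a pooled SD of 0.070 (exact permutation test, two-sided p = 0.333, the smallest possible). The shift depended on scaling, since it was 0.26 in the other direction when each library was given the same total over peaks. The ratio also changed with peak strength. It was -0.18 in the third decile of peaks by mean value and fell steadily to -0.80 in the strongest decile, while the weakest decile, with a median of 4 reads per peak and library, stood at -0.72. In the strongest decile the libraries numbered 1 gave -0.86 and those numbered 2 gave -0.74.

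**Figure D2:**
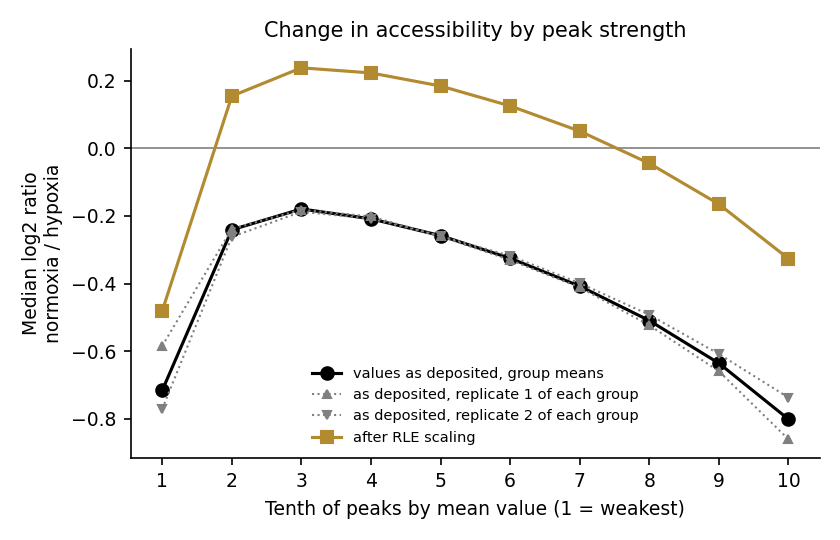
Median log2 ratio of normoxia over hypoxia (y axis) in deciles of the peaks ordered by mean value (x axis), with values as deposited for the group means and for the libraries of each replicate number, and after RLE scaling. Above the third decile the ratio as deposited fell from -0.18 to -0.80, and RLE scaling moved the curve up so that it crossed 0.

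In the principal component analysis, PC1 carried 70.9% of the variance and parted the libraries by oxygen condition, and PC2 carried 15.4%. On untransformed values PC1 rose to 99.995% with the same parting of the libraries.

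At an FDR under 0.01, limma called 8118 of 128055 peaks (6.34%), of which 5856 were closing (72.1%) and 2262 were opening. The median log2 fold change was -0.63 in closing and 1.12 in opening peaks, and 901 closing and 1451 opening peaks changed by more than 2-fold. Closing peaks were strong, with a median value of 110 against 14.3 for all peaks, whereas opening peaks had a median of 15.8. Without trend and robust estimation limma called 0 closing and 0 opening peaks, with 29293 peaks at an unadjusted p under 0.05. The scaling of the libraries moved both the counts and their balance. Without further scaling there were 30729 closing and 501 opening peaks, and with equal totals over peaks the split turned to 1072 closing and 8757 opening. Under cyclic loess, which removes any trend with peak strength, 1681 closing and 1819 opening peaks were called, of which 1501 closing and 1141 opening peaks were shared with the calls after RLE scaling.

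**Figure D3:**
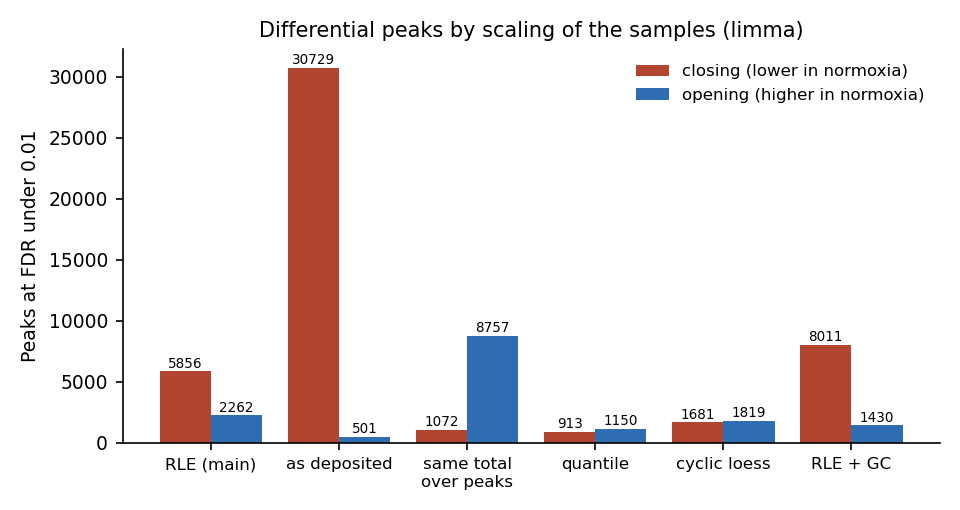
Number of closing and opening peaks called by limma at an FDR under 0.01 (y axis, bars from 0) under 6 ways of making the 4 libraries comparable (x axis). Closing peaks outnumbered opening peaks after RLE scaling (5856 and 2262), but not with equal totals over peaks (1072 and 8757), quantile normalization (913 and 1150) or cyclic loess (1681 and 1819).

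Among closing peaks, the lowest p-value belonged to a 700-bp peak of the mitochondrial genome (M, 6801 to 7500) at mt-Co2, which fell from 317 ± 61.9 to 14.5 ± 3.55 (SD, n = 2 each), a log2 fold change of -3.90 (SE 0.15, limma FDR 2.63e-18). This peak is mitochondrial DNA and not chromatin, and it fell further than the mitochondrial share of the libraries, which went from 8.45% to 1.92%. Next came a 10300-bp peak in Baiap2 on chromosome 11 (119959301 to 119969600, overlapping an exon), which fell from 460 ± 5.90 to 81.1 ± 10.8 (log2 fold change -2.02, SE 0.11, limma FDR 3.33e-14). The third was a 7700-bp intergenic peak on chromosome 3 (142229301 to 142237000), 59876 bp from the nearest protein-coding start site, that of Bmpr1b. It fell from 312 ± 4.65 to 47.6 ± 4.83 (log2 fold change -2.22, SE 0.12, limma FDR 3.33e-14). The caller had assigned all 3 to hypoxia only.

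Among opening peaks, the lowest p-value belonged to a 16300-bp peak at a start site of Sfi1 on chromosome 11 (3183901 to 3200200), which rose from 1070 ± 172 to 2079 ± 23.7 (SD, n = 2 each), a log2 fold change of 1.44 (SE 0.09, limma FDR 5.3e-13). Under cyclic loess it was not called, although its log2 fold change was larger, at 2.09 (limma FDR 0.0909, the highest over the alternatives, which went down to 1.13e-89). A 2000-bp intergenic peak on chromosome 15 (75085301 to 75087300), 24397 bp from a start site of Ly6c2, rose from 81.5 ± 1.33 to 228 ± 33.9 (log2 fold change 1.94, SE 0.13, limma FDR 5.6e-12). A 2700-bp intergenic peak on chromosome 2 (181916701 to 181919400), 52364 bp from a start site of Polr3k, rose from 41.2 ± 6.32 to 131 ± 7.77 (log2 fold change 2.13, SE 0.15, limma FDR 1.91e-11). Without trend and robust estimation limma called none of these closing and opening peaks. Whether reads from other copies of the opening sequences contributed was not analysed here.

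Accessibility at gene promoters was compared with that elsewhere. On values as deposited, the median log2 ratio was -0.75 in 16368 promoter peaks and -0.39 in 111687 other peaks, a difference of -0.36. By feature it was -0.41 in exon, -0.38 in intron and -0.39 in intergenic peaks. The difference between promoter and other medians within each library was 2.54 and 2.498 in hypoxia and 2.01 and 2.07 in normoxia, with a pooled SD of 0.038 (exact permutation test, two-sided p = 0.333, the smallest possible). Promoter peaks were stronger, with a median value of 67.7 against 12.6. When promoter and other peaks of the same mean value were compared, the difference shrank to -0.13.

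Closing peaks were promoter peaks in 49.2% of cases (2882), against 12.8% of all peaks (odds ratio 7.81) and 42.8% of peaks matched on mean value. Introns held 16.9% of closing peaks against 21.5% of peaks matched on mean value. Intergenic sequence held 27.6% against 42.7%, and 27.3% of peaks matched on mean value. Opening peaks were promoter peaks in 2.74% of cases (62, odds ratio 0.189, Fisher's exact test, adjusted p = 8.34e-65) and intergenic in 50.6% (odds ratio 1.38, Fisher's exact test, adjusted p = 3.78e-14). In peaks matched to the opening peaks on mean value these shares were 8.81% and 45.0%, so part of both differences goes with peak strength. Neither exons (adjusted p = 0.426) nor introns (adjusted p = 0.111) differed in share among opening peaks by Fisher's exact test. These tests count peaks and not libraries. Under cyclic loess 20.1% of closing and 10.6% of opening peaks were promoter peaks.

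The study displays tracks of osteogenic genes, and 8 peaks lay within 2 kb of start sites of 5 of them. After RLE scaling 0 of the 8 were called at an FDR under 0.01, over all peaks or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Because the study presents these genes as examples of lower accessibility in the same libraries, adjustment over the list alone is not independent evidence. For Sp7 the study shows the loss at a potential enhancer and not at the promoter, and the peaks tested here may not cover it. The fold change was negative in 5 of the 8. On values as deposited it was negative in 6, and 2 were called lower, those of Wnt1 and Bmp2.

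The peak at Bmp2 (chromosome 2, 133550001 to 133555400, over the start of the gene at 133552159) came closest, falling from 99.05 ± 3.05 in hypoxia to 54.1 ± 6.55 in normoxia (SD, n = 2 each), with a log2 fold change of -0.39 (SE 0.14, limma FDR 0.0535 over all peaks and 0.0666 over the list alone). At Wnt1 (chromosome 15, 98787901 to 98791800, over the start at 98789857) the value fell from 57.5 ± 6.78 to 33.9 ± 3.53, a log2 fold change of -0.28 (SE 0.17, limma FDR 0.293). It was -0.11 without hypoxia replicate 1 or without normoxia replicate 2, -0.46 without hypoxia replicate 2 and -0.44 without normoxia replicate 1. The peak over the start of Bglap (chromosome 3, 88384201 to 88385000) was weak, at 10.4 ± 0.29 and 7.15 ± 2.16, with a log2 fold change of -0.08 (SE 0.31, limma FDR 0.888) that turned to 0.14 without normoxia replicate 1. Bglap has close paralogs, so its reads are uncertain. At Dlx3 on chromosome 11, the promoter peak (95119801 to 95122100) went from 23.9 ± 2.76 to 20.51 ± 0.68, which after scaling was a log2 fold change of 0.25 (SE 0.21, limma FDR 0.455) and as deposited one of -0.21. Without normoxia replicate 1 the scaled value was 0.16. A weaker intergenic peak 1219 bp from the start site (95118401 to 95118900) had a log2 fold change of -0.46 (SE 0.38), from -0.75 without hypoxia replicate 2 to -0.17 without hypoxia replicate 1. The promoter peak of Sp7 on chromosome 15 (102366201 to 102367500) had values of 23.4 and 11.9 in the hypoxia libraries and 10.1 and 7.68 in the normoxia libraries. Its log2 fold change of -0.41 (SE 0.30, limma FDR 0.374) became 0.09 without hypoxia replicate 1 and -0.92 without hypoxia replicate 2. The other Sp7 peaks, in an intron (102364801 to 102365400) and upstream (102368001 to 102368600), had log2 fold changes of 0.43 (SE 0.37) and 0.65 (SE 0.35), the first ranging from 0.14 without normoxia replicate 1 to 0.73 without normoxia replicate 2. The promoter peak of Slc25a1, the gene of the mitochondrial citrate carrier (chromosome 16, 17927201 to 17929700), fell from 115 ± 1.79 to 64.4 ± 5.71, a log2 fold change of -0.36 (SE 0.13, limma FDR 0.0637). It was called lower on values as deposited (log2 fold change -0.83, limma FDR 0.000127, the lowest over the alternatives, which reached 0.718).

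**Figure D4:**
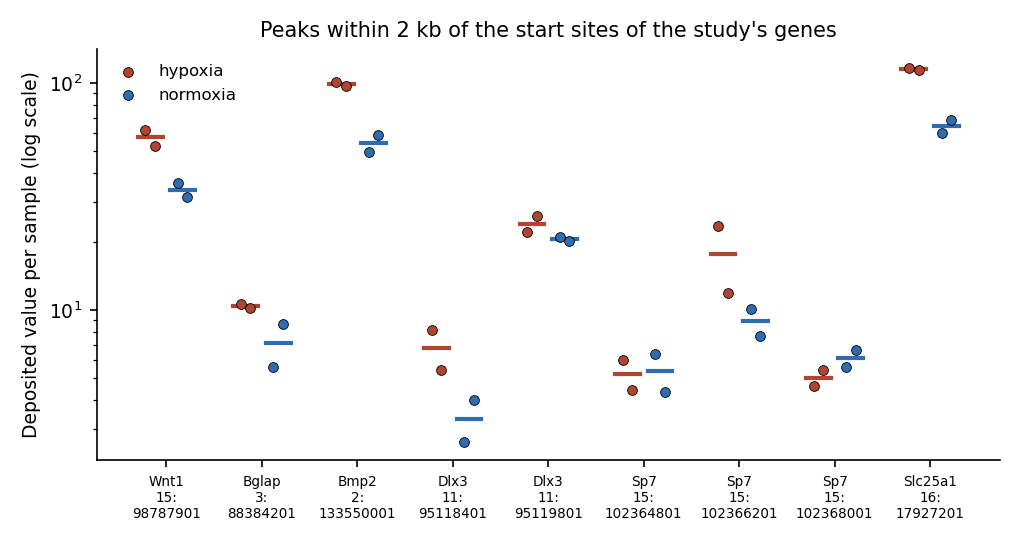
Deposited value of each library (log axis) in the 9 peaks within 2 kb of start sites of Wnt1, Bglap, Bmp2, Dlx3, Sp7 and Slc25a1, each labelled with its chromosome and start, with points for the 2 libraries per condition and lines for their mean. As deposited the groups overlap only at the Sp7 intron peak (start 102364801), normoxia is higher at the upstream Sp7 peak (start 102368001), and the hypoxia libraries lie far apart at the Sp7 promoter (23.4 and 11.9).

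For the gene lists fixed beforehand, changes were read after RLE scaling, which set the median of all peaks to -0.0040 from -0.44 as deposited. The 17 peaks of the 12 osteogenic genes, which include the 5 genes above, had a median log2 fold change of -0.28, at percentile 13.7 of random promoter sets of the same strength. Without normoxia replicate 2 it was -0.11, at percentile 71.9, and without hypoxia replicate 1 it was -0.11, at percentile 59.7. Of these peaks 3 were called lower at an FDR under 0.01 over all peaks and 4 when adjusted over the list alone. The 11 peaks of 9 adipogenic genes had a median of -0.08, at percentile 94.0 and under cyclic loess 97.9, with 1 peak called lower, at Cebpa, and 2 when adjusted over the list alone. Its median was -0.14 without hypoxia replicate 2, at percentile 92.8, and -0.02 without normoxia replicate 2, at percentile 97.6. The median of the 16 peaks of the 12 hypoxia response genes was -0.44, at percentile 14.7, with 6 peaks called lower, at Slc2a1, Pgk1, Bnip3, Ankrd37 and Ndrg1, and 8 when adjusted over the list alone. In the osteogenic, adipogenic and hypoxia response lists 0 peaks were called higher, and 0, 1 and 0 were higher at an unadjusted p under 0.05. With all 4 libraries and RLE scaling none of the 3 list medians lay in the outer 2.5% of the random sets at either end, whereas the adipogenic median did so under cyclic loess and without normoxia replicate 2.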

Values the study reported

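The study reported 81,393 accessible sites in total in its ATAC-seq data. Of these, 23,571 were reported to differ between the oxygen conditions at an FDR < 0.01, with 7,857 more open and 15,714 more compact after the shift to normoxia.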

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

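The counts of called peaks depended on how the libraries were scaled. RLE scaling gave 5856 closing and 2262 opening peaks (72.1% closing). The values as deposited gave 30729 and 501 (98.4% closing), equal totals over peaks 1072 and 8757 (10.9%), quantile normalization 913 and 1150 (44.3%), and cyclic loess 1681 closing peaks (48.0%). The GC correction gave 1430 opening peaks (84.9% closing). Part of this lies in the scalings' own construction, which put the median of all peaks at -0.44 as deposited, -0.0040 after RLE, 0.26 with equal totals and -0.10 after the GC correction, while quantile normalization and cyclic loess remove any trend with peak strength.

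Other choices moved the counts too. An FDR under 0.05 gave 12390 closing and 6890 opening peaks. Without trend and robust estimation limma called 0 closing and 0 opening peaks at an FDR under 0.01, with 29293 peaks at an unadjusted p under 0.05. edgeR on the deposited values gave 674 opening peaks (86.7% closing), and edgeR on recovered reads, added after seeing the data (100% of values came out whole), called 10553 peaks with RLE and 10437 with TMM factors, the latter with 3649 opening. The cause of these differences was not tested. Closing and opening calls stayed within 1.5 times of the RLE counts with either pseudocount, a minimum mean value of 5, eBayes not robust, voom, and autosomes alone.

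The study states that the sorted cells were divided between hypoxia and normoxia, so same-numbered libraries may share an origin. No pairing was detected in the values. Deviations of same-numbered libraries from their group means correlated at 0.010 over all peaks and 0.030 in peaks with a mean value of at least 5. Such low correlations do not exclude a shared origin. With the replicate block the counts were 8468 closing and 3912 opening peaks, and with the GC correction as well 14666 closing and 2893 opening. The block changed no call among the osteogenic peaks.

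The median log2 ratio of -0.44 over all peaks was -0.0040 with RLE size factors and turned to 0.26 with equal totals. It was -0.32 with a pseudocount of 5, -0.55 with peaks weighted by width and, in a setting added after seeing the data, -0.53 with library totals without mitochondrial reads. The fits that each left out one library gave from -0.50 to -0.39. With one library left out, the median fold change of closing peaks ran from -0.70 to -0.55 and that of opening peaks from 1.07 to 1.13. These peaks were chosen on all 4 libraries, so this does not test the calls.

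The share of PC1, 70.9% on log2 values, was 99.995% untransformed, 95.7% untransformed without the 100 strongest peaks, 96.5% untransformed without mitochondrial peaks (added after seeing the data), 61.0% scaled to unit variance and 60.1% with RLE size factors. PC1 parted the oxygen conditions in each of these settings.

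The promoter difference of -0.36 was -0.13 when matched on mean value, -0.31 when matched on GC content and -0.10 when matched on both, the last added after seeing the data. It ran from -0.40 to -0.32 with each library left out in turn and kept its direction in every setting tried.

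On values as deposited 2 osteogenic peaks were called in place of 0, and the log2 fold change of the Dlx3 promoter peak went from 0.25 to -0.21. The median of all peaks moved by a similar amount, from -0.0040 to -0.44, so this change of sign goes with the scaling. The Dlx3 promoter peak was called in neither setting (limma FDR 0.455 after RLE scaling and 0.519 as deposited). As deposited the list medians were -0.75 (osteogenic), -0.56 (adipogenic) and -0.92 (hypoxia response), at percentiles 12.3, 92.8 and 11.6. Leaving out one library at a time, the osteogenic median ran from -0.36 to -0.11 with percentiles from 2.98 to 71.9, the adipogenic from -0.14 to -0.02 with percentiles from 80.9 to 97.6, and the hypoxia response from -0.50 to -0.33 with percentiles from 16.1 to 34.1. The weaker Dlx3 peak held 7 and 12 reads in the normoxia libraries, and how far depth set the spread of single peaks was not tested.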

Other observations

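The tests below were chosen only after the results they bear on were seen, with these exceptions. Cyclic loess and the correction for GC content were chosen before the data were examined. The width comparison and the test on gene bodies described last are the other exceptions. The table held 128055 peaks here. That is higher than the number of accessible sites quoted from the study above. At an FDR under 0.01, 8118 peaks were called here, 5856 closing and 2262 opening. Each of these is lower than the value quoted from the study above. The study called its sites with edgeR and over a different set of sites, so the numbers are not like for like. With edgeR on the deposited values, in the manner of the study, 4384 closing and 674 opening peaks were called here, also lower.

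Closing peaks outnumbered opening peaks after RLE scaling, and several technical explanations were tested. If the normoxia libraries had held more evenly spread background, a single dilution set on the strongest decile of autosomal peaks should have predicted the rest. It predicted a fall of the third decile to a median log2 ratio of -0.53, where -0.26 was observed, a gap of 0.27 that was 0.28 and 0.26 for the libraries numbered 1 and 2. In the weakest decile the gap went the other way, with -0.78 observed against -0.43 predicted. An even background alone is thus argued against, and an uneven background was not tested. After the correction for GC content 84.9% of called peaks were closing. This share cannot decide on a GC trend, because the correction also moved the median of all peaks from -0.0040 to -0.10. Such a move by itself adds closing and removes opening calls. A difference between libraries that depends on peak strength stays open as well. Cyclic loess brought the share of closing peaks to 48.0%, but it would remove a true loss in strong peaks as well, so this and a compaction of chromatin in normoxia cannot be told apart. Of the 3 ways to split the 4 libraries in pairs, 1 gave as many calls, the real one, and the other two gave 0 calls at an FDR under 0.01 and 811 and 646 peaks at an unadjusted p under 0.05. With 3 splits the share cannot go below 0.333. The other splits each join a hypoxia and a normoxia library, so the oxygen difference widens their spread within groups. Their low counts therefore do not show how many calls would arise without an oxygen effect.

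Measured against the same RLE factors, the share of reads outside peaks rose by a log2 ratio of 1.17 in normoxia, and the median of opening peaks was 1.12. The reads outside peaks are the library total less the recovered peak reads. If these count a read more than once, the 1.17 and the comparison with it would change. Of the 2262 opening peaks 91 (4.02%) rose by over 2 SE more than the reads outside peaks, among them the peaks named above at Sfi1, Ly6c2 and Polr3k. The others lay lower or within 2 SE, which a rise in background and a true opening in normoxia could both give, and because the peaks were chosen for their rise the 2 cannot be told apart from these values. Reads from other copies of a repeat were not tested.

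On untransformed values, 99.9% of the squared PC1 loadings lay on 7 mitochondrial peaks, so the component then measured the mitochondrial share of the libraries, which was 7.77% and 9.13% in hypoxia and 1.497% and 2.34% in normoxia. No test here bears on whether mitochondrial DNA content or the yield of nuclei differed.

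The caller assigned 8754 peaks to hypoxia only and 10 to normoxia only. Of the hypoxia-only peaks 97.4% directly touched a shared peak, and their median width was 300 bp against 1100 bp for shared peaks. Most may therefore be edges of shared peaks rather than separate elements, as a weaker signal in normoxia would leave them. Merging touching peaks would leave 114611 regions.

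Peaks on X fell further than autosomal peaks of the same value. Among 1626 X peaks with a value of at least 10 the gap was -0.22 in the log2 ratio, between -0.31 and -0.12 over the pairs of libraries, and it was negative in 17 of 17 windows of 10 Mb. The 19 autosomes ranged from -0.03 to 0.04. The study's methods state that male mice were used, in which X has a single copy. Against autosomal peaks of 2 times their value, the gap was -0.062, between -0.13 and 0.02 over the pairs. The gap on X is thus consistent with the dependence on peak strength and copy number, and no effect particular to X is needed for most of it.

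Wide hypoxia-only peaks lay past the ends of genes. Of the 117 intergenic ones of at least 1000 bp, 75 (64.1%) lay within 10 kb downstream of a protein-coding gene end and not within 10 kb upstream of a start, and 4 lay upstream of a start alone. The number of 4 argues against gene density alone. Of the 75 downstream peaks 74 touched a shared peak, so they may also be edges of shared peaks, which stays open. Width was argued against as well, since 12.6% of the shared intergenic peaks of at least 1000 bp lay downstream. Among the strongest cases, named after their values were seen, were peaks past Jun (chromosome 4, 95045501 to 95047200, 2.68 kb past the end, log2 fold change -2.55), Egr1 (chromosome 18, 34868301 to 34871100, 4.72 kb past the end, -2.05), Fos (chromosome 12, 85480501 to 85482800, 4.38 kb past the end, -2.13) and Ccn1 (chromosome 3, 145642601 to 145643700, 3.83 kb past the end, -2.32). The 7700-bp peak on chromosome 3 named in the report belonged to them too, 6.44 kb past the end of Pdlim5. Cyclic loess left the fold changes of these peaks negative, at -2.44, -1.88, -1.999, -2.23 and -1.93. A candidate explanation is accessibility that follows transcription past gene ends in hypoxia. It predicts that exon and intron peaks of the same genes also fell further than those of other genes with downstream peaks. In the 47 such genes with shared peaks in exons or introns their median change, relative to peaks of the same strength after cyclic loess, was -0.04 against 0.03 in all 2878 genes compared, at percentile 4.12 of random gene sets. This lies in the lower tail, in the direction predicted, but did not pass the mark of 2.5% set for the test, and 26 of the 47 genes had a median below 0. The explanation stays open, and no RNA measurement was used here.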
